# Tryptophan hydroxylase (TRH) loss of function mutations in *Daphnia* deregulated growth, energetic, serotoninergic and arachidonic acid metabolic signalling pathways

**DOI:** 10.1038/s41598-019-39987-5

**Published:** 2019-03-06

**Authors:** Bruno Campos, Claudia Rivetti, Roma Tauler, Benjamin Piña, Carlos Barata

## Abstract

Serotonin has a pivotal function regulating development, growth, reproduction and behavior in animals. In this paper, we studied the deregulatory effects of the deprivation of serotonin in *Daphnia magna* TRH CRISPR-Cas9 mutants. Bi-allelic *in-del* THR mutants and, to a lesser extent, mono-allelic ones grew less, reproduced later, and produced smaller clutches than wild type clones. Transcriptomic and functional gene analyses showed a down-regulation of growth/molting and energy metabolism signaling pathways in TRH mutants, while revealing marked differences between mono- and bi-allelic clones. Bi-allelic mutants, lacking serotonin, presented the serotonergic synapse and arachidonic acid metabolic pathways down-regulated while the tryptophan to kynurenine was upregulated, thus indicating a cross-talk between the serotonergic and arachidonic acid metabolic pathways. Finally, the effects on the insulin growth factor-mediated signaling pathway were marginal. These changes in functional and metabolic pathways are consistent with previously reported effects in *D*. *magna* exposed to pharmaceuticals that inhibited arachidonic metabolism or enhanced the levels of serotonin.

## Introduction

Serotonin plays an important role regulating development, growth, reproduction and behavior in most organisms. Serotonergic neurons promote the production of insect ecdysteroid and juvenile hormones, which control oogenesis and vitellogenesis in arthropods^1–3^. Most studies on the effects of serotonin in crustaceans have been performed using pharmaceutical challenges^4^. In decapod species, serotonergic drugs have been shown to increase ovarian maturation^5^, enhance the crustacean hyperglycaemic hormone that regulates energy metabolism^6^, and modulate aggressive and anxiety-like behaviour^7,8^. In the non-decapod crustacean ecotoxicological and genetic model species, *Daphnia magna*, drugs that enhanced the accumulation of serotonin in the synaptic cleft (such as selective serotonin reuptake inhibitor, SSRIs) increased the immunoreactivity of serotonin in the brain at limiting food environments to higher levels, similar to those observed under non-limiting food environments and, concomitantly, increased fecundity^9^. Physiological, behavioral and transcriptomic studies found that SSRIs enhanced aerobic metabolism in *D*. *magna*, upregulating the Krebs cycle and sugar metabolism while decreasing negative phototaxis^10,11^. In natural conditions, it is an advantage to produce small clutches of larger offspring under food scarcity, since larger offspring perform better under these conditions^12^. Being less tolerant to low oxygen concentrations or being less apprehensive to light is also maladaptive, as *Daphnia* usually migrates during the day to deeper waters in order to avoid fish predation, and often these waters present low oxygen levels in real field conditions^13^. Therefore, previous findings indicated that drugs enhancing serotonin activity at limiting food conditions, originated maladaptive responses in *Daphnia* individuals.

Nonetheless, pharmacological challenges often suffer from additional undesired side effects on other neurotransmitters or/and processes and hence are more difficult to interpret. Thus, the use of directed mutagenesis, when available is a more suitable approach to selectively unravel the functions of serotonin. Recently, we used the CRISPR-Cas9 DNA editing technology to obtain knockout (KO) mutants for the *tryptophan hydroxylase gene* (*DapmaTRH*), which encodes the rate limiting enzyme in the serotonin synthesis pathway. We produced seven TRH mutants in *D*. *magna*^14^. Mono-allelic TRH mutants showed normal levels of serotonin in the brain, whereas  bi-allelic TRH KO clones had no detectable levels of serotonin. Reproduction, growth and phototactic behavior of TRH KO clonal lineages showed the opposed phenotype of those exposed to SSRIs: KO individuals grew less, reproduced later with smaller clutchs and were more responsive to light than wild type clones^14^.

Studies in both *Drosophila* and in the worm *C*. *elegans* indicate a link between serotonin and insulin signalling pathways. Mutations on the *C*. *elegans* insulin receptor gene and on the TRH gene for serotonin synthesis are known to increase reproductive longevity due to the activation of a common insulin and serotonin transcription factor^15,16^. Similarly, reverse genetics experiments showed that a nucleostemin family GTPase acts in serotonergic neurons to regulate insulin signaling and growth in *Drosophila*^17^. The genome of *D*. *pulex*, a close relative of *D*. *magna*, presents at least four insulin/IGF-like receptors and putative insulin related neuropeptides^18,19^. The genome of *D*. *pulex* also encodes other key insulin-related downstream elements, including several lipases, kinases, docking proteins (i.e. the insulin receptor substrate) and transcription factors (i.e. the forkhead transcription factor FOXO)^18^. Nevertheless, previous efforts to detect insulin immuno-reactivity in the central and peripheral neurological system of *D*. *magna* have been so far unsuccessful (Dircksen & Campos, unpublished data).

Another proposed physiological role of serotonin is the regulation of the arachidonic acid and eicosanoid metabolism, which play vital roles in *Daphnia* reproduction and growth^20–24^. Once released from presynaptic axonal terminals, serotonin binds to several family receptors. One of them, the 5-HT2 (G protein-coupled) receptor family, modulates phospholipase A2, which is responsible to release arachidonic acid from phospholipids in humans and other vertebrates. Genome sequence analyses as well as data from transcriptomic and metabolomics studies in *D*. *pulex* and *D*. *magna* suggest the presence of the genes encoding for phospholipase A2 and prostaglandin metabolic enzymes in daphniids^22^.

The main objective of this work is to study the molecular mechanisms by which serotonin regulates growth, reproduction, and behavior in *D*. *magna*.

This was accomplished comparing transcriptional profiles of serotonin-deficient *D*. *magna* adult individuals with the wild type, profiting of three previously described TRH CRISPR-Cas9 mutant clones. Two of these mutants were encompassing bi-allelic *in-del* mutations (TRHA−/− and TRHB−/−, hereafter named TA−, TB−, respectively), whereas the third presents a mono-allelic *in-del* TRHA −/+ clone (hereafter named as T+) and was used as a positive control^14^. TA− and TB− clones present no functional copies of the tryptophan hydroxylase gene (*DapmaTRH*), therefore lacking serotonin; whereas T+ maintains an intact TRH allele and shows normal levels of serotonin^14^. We aimed to identify gene pathways related to the observed physiological and phenotypic differences between these clones and to search for the link between serotonergic, arachidonic/prostaglandin and insulin signaling pathways. We performed a non-targeted transcriptomic approach to search for unknown altered gene signaling pathways, using a recently developed and validated new custom-made microarray that includes probes from the full transcriptome of *D*. *magna*^25^. Differentially transcribed genes were related to effects observed on growth and reproduction.

## Results

### Life-history responses

The age and body length at first reproduction and total offspring production were significantly (P < 0.05) affected in all *in-del* mutated TRH clones relative to the wild type one, although effects were less pronounced in clone T+ (Table 1, stats in Supplementary Table S1).

**Table 1:** TRH mutated clones grew less and bi-allelic TRH ones reproduced less and latter.

Clone	Age	Body length	Fecundity
Wild	8.5 ± 0	2639.6 ± 21.2	50.6 ± 0.6
T+	8.7 ± 0.1	2506.5 ± 39.3*	46.3 ± 1.5
TA−	9.3 ± 0.1*	2440.5 ± 44.5*	40.7 ± 2.6*
TB−	9.3 ± 0.1*	2437.7 ± 39.1*	40.3 ± 1.6*

Age and body length at first reproduction and total offspring production (Mean ± SE, N = 9–10) of the four studied clones. *Significant (P < 0.05) differences from the wild type clone following ANOVA and Dunnett’s or equivalent non parametric tests.

### Transcriptomic analysis

Normalized fluorescence values of 333 probes belonging to 252 unique annotated genes were significantly different (P < 0.05) in mutated clones relative to the wild type. Most of these probes (313 probes, belonging to 236 annotated genes) appeared underrepresented in CRISPR/Cas9-mutated clones relative to the wild type by a ≥1.5 Fold Change. In contrast, only T+ and TA− clones showed a small group of over-expressed genes (20 probes, representing 16 unique genes) by more tan ≥1.5 fold (down and up regulated probes in each studied clones are depicted in Supplementary File S1). 

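Total RNA from single females was labelled with one dye and hybridised to 16 Agilent one-colour arrays, on which the fluorescence of a spot measures the transcript that its probe binds. There were 4 arrays for each of the 4 clones, the wild type (W), the mono-allelic mutant T+ and the bi-allelic mutants that the sample labels call clone 16 and clone 17. Supplementary File S1, of which 10 of the 14 sheets were used here, lists 334 probes with a value for each array. For 320 of these probes, all of the values under the headings W, T+, TA− and TB− were equal, within 0.001 on the log2 scale, to the values deposited for W, T+, clone 16 and clone 17, and the names clone 16 and clone 17 are used here. The labels give the age of the animals as both 4 and 5 days, whereas the paper describes adult females taken at the end of the reproduction experiment. The authors deposited the scanner software's processed signal for every spot, without normalization between arrays, and a table of normalized fluorescence values. Each array held 59125 spots of gene probes and 2840 negative control spots. The scanner software marked 9887 to 13660 probes as well above background on the W arrays (median 13087.5), 11211 to 13223 on the T+ arrays (median 12253.5), 13180 to 14667 on the arrays of clone 16 (median 13725.5) and 12409 to 13282 on those of clone 17 (median 12799.5). With 4 arrays per clone, the number of animals limits the precision of each difference. The signals were transformed to log2, averaged over repeated spots of a probe and normalized between arrays by quantiles, the method of the paper. A probe was tested when its signal was above the 95th percentile of the negative control spots on at least 4 arrays, which left 17286 probes. The paper defines this background without stating how it was applied. Each mutant clone was compared with W by limma, two-sided, in one model over the 16 arrays with Benjamini-Hochberg adjustment over the tested probes, and a probe was called different at an adjusted p-value below 0.05 and a change of at least 1.5-fold. By this procedure 355 probes differed from W in at least 1 mutant clone. The number changed most when limma weighted the arrays by their variability, to 2421 probes, and it was 1368 without T+ replicate 5. By the one-way ANOVA and Dunnett's test of the methods it was 79, with the ANOVA p-value adjusted over probes. Dunnett's p-value was not adjusted over probes, whereas the paper names its correction after that test.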

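In T+, 223 probes were lower than in W and 55 were higher. In clone 16 the numbers were 145 lower and 22 higher, and in clone 17 they were 67 lower and 6 higher. Counted once each, 279 probes were lower in at least 1 mutant clone and 76 were higher, so that 78.6% of the called probes were lower. The 4 arrays of the mutant clone lay on one side of all W arrays for 277 of the 278 probes called in T+, 163 of the 167 called in clone 16 and 71 of the 73 called in clone 17. Among all tested probes this separation was seen for 5.79%, 12.8% and 3.80% of probes in T+, clone 16 and clone 17, and chance gives 2.86%. The arrays had been hybridised on 2 slides. With the slide as a block in the model, 173, 121 and 69 probes were lower in T+, clone 16 and clone 17. Wild type replicates 3, 5 and 9 lay at the position numbered 1 along the slide. The only mutant array there was clone 17 replicate 7. Local background on these arrays had a median of 35 to 37, against 41 to 47 on the others. The position was in no model, so differences between W and the mutant clones are not separated from it. The share of lower probes depended on the model and on single arrays. It was 42.3% with array weights, 50.3% when only the arrays of the compared clones entered each model, 59.8% with the replicate number in the model, 42.2% without T+ replicate 5 and 58.2% without clone 17 replicate 5. For 2 of the probes with the largest decreases, the files give no gene name. Probe CUST_113921_PI429715507 was not well above background on any array of T+ or clone 17, where it was at least 25.5-fold lower than in W (adjusted p = 7.99e-05, limma) and at least 31.8-fold lower (adjusted p = 0.000179, limma). These bounds compare the mean in W with the lowest signal that counts as well above background on the arrays of the mutant clone, or with the probe's own signal where that was higher. In clone 16, where 1 array was well above background, the log2 fold change of this probe was −6.14 (SE 0.583, adjusted p = 0.000204, limma). Probe CUST_38206_PI429715507 was at least 11.8-fold lower in T+ and at least 14.7-fold lower in clone 17, and its log2 fold change in clone 16, with 1 array well above background, was −5.09 (SE 0.502, adjusted p = 0.000271, limma). The size of both decreases in clone 16 rests mostly on arrays at background.

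**Figure D1:**
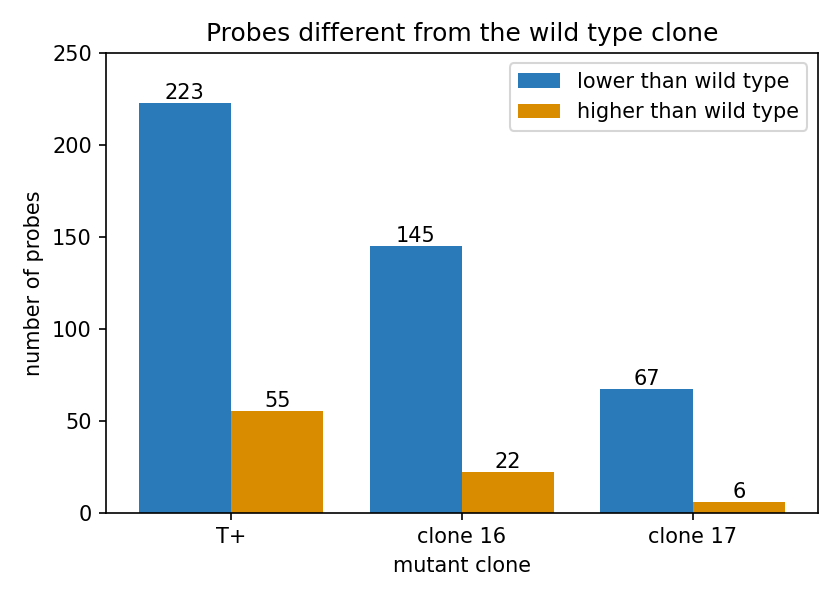
Number of probes (vertical axis) called lower or higher than in the wild type in each mutant clone (horizontal axis), 4 arrays per clone. Lower probes outnumber higher ones in each clone, with 223 against 55 in T+, 145 against 22 in clone 16 and 67 against 6 in clone 17.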

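Of the probes with a higher fluorescence than in W, 49 were called in T+ alone, 19 in clone 16 alone, 2 in clone 17 alone and 1 in all 3 mutant clones. The probe called in all 3 was not well above background on any array of the 4 clones. Its calls in all 3 clones were lost under normexp background correction. Probe CUST_69902_PI429715507, which the files do not pair with a gene name, had a mean log2 fluorescence of 11.39 ± 1.17 (SD, n = 4) in T+ and 5.48 ± 2.23 (SD, n = 4) in W. It was well above background on 1 W array, and its log2 fold change in T+ was 5.90 (SE 1.31, adjusted p = 0.0372, limma). This call was lost under 15 of 33 alternatives, among them the test described in the methods, the slide as a block, only the arrays of T+ and W in the model, the replicate number in the model, and 9 single arrays left out in turn. Probe CUST_48867_PI429715507 was not well above background on any W array and was at least 8.05-fold higher in clone 16 (adjusted p = 8.41e-05, limma), on whose 4 arrays it was well above background. Before adjustment for multiple tests, more probes were higher than lower at a p-value below 0.05, with 1301 higher and 823 lower in T+, 1656 and 1043 in clone 16, and 966 and 518 in clone 17. Chance gives 864 such probes per clone over both directions. The median log2 fold change of all tested probes was 0.058, 0.106 and 0.065 in T+, clone 16 and clone 17. Without wild type replicate 7 it was −0.016, 0.049 and 0.011. The unadjusted excess of higher probes may thus rest in part on that array, and it was not counted without it. The number of higher probes in clone 17 was 464 with array weights, 3 with the slide as a block, 3 by the test described in the methods, and 0 when only the arrays of clone 17 and W entered the model.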

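The arrays were clustered by average linkage on Pearson correlation, with each probe centred on its mean. Each tree was divided into 4 clusters. On the deposited values of the 334 probes listed in Supplementary File S1, the 4 W arrays formed one cluster. Another held replicates 3, 7 and 9 of T+ together with replicates 3, 7 and 9 of clone 17, another T+ replicate 5 with clone 16 replicates 3, 5 and 9, and the last clone 16 replicate 7 with clone 17 replicate 5. On 354 of the probes called here, those with a value on every array, the clusters were the 4 W arrays, the 4 T+ arrays with clone 16 replicate 5 and clone 17 replicates 7 and 9, clone 16 replicates 3, 7 and 9 with clone 17 replicate 5, and clone 17 replicate 3 by itself. Both sets of probes had been chosen on these arrays for differing from W. On the 17270 tested probes with a value on every array, the W arrays lay in 2 clusters of 2 that held no mutant array. Replicates 3, 7 and 9 of T+ and of clone 17 formed another, and the 4 arrays of clone 16 with replicate 5 of T+ and of clone 17 the last. The clusters depended on the number chosen. With 3, clone 17 replicate 3 joined the W arrays on the called probes, and with 2, the W arrays of the tested probes were split between 2 clusters of 8.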

Hierarchical clustering of the fluorescence values of each of the four individual-replicates per clone for the 333 down-regulated probes showed a clear separation of wild type individuals from mutated ones, and that TB− individuals were also forming a distinct cluster, together with some probes from TA− individuals (Fig. 1A). Figure 1A also shows a consistent response pattern of most of the four individual-replicates per clone grouping together. 

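The grouping of replicates was tested on the tested probes, which were not chosen for differing between clones. After centring each probe on its mean, the mean Pearson correlation, computed across probes, was 0.257 between arrays of one clone and −0.146 between arrays of different clones. The difference of 0.402 was reached by 33272 of the 2627625 partitions of the arrays into 4 groups of 4 (exact permutation test, one-sided, p = 0.0127). Within the 8 arrays of one slide the difference was 0.371, and within the 7 arrays of the other it was 0.474. Wild type replicate 7, whose slide is not given, is in neither. The replicates of clone 16 had a mean correlation of 0.704, while those of W, T+ and clone 17 had 0.145, 0.153 and 0.0242. The arrays of T+ and of clone 17 had a mean correlation of 0.205 with each other, above the means within W, T+ and clone 17. Within T+ the correlations of single pairs ran from −0.615 to 0.879, and within clone 17 from −0.737 to 0.909. For 10 of the 16 arrays the most similar array was of the same clone, where 3.2 would be so by chance. The first principal component held 60.3% of the variance, of which 46.9% lay between clones, and the second held 13.8%, of which 75.7% lay between clones. On the first component T+ replicate 5 had a score of 89.75 and the other T+ arrays −102.7 to −98.38, while clone 17 replicate 5 had 95.03 and the others of its clone −103.5 to −61.41. The scores of clone 16 were 78.95 to 106.9 and those of W −49.05 to 53.79.

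**Figure D2:**
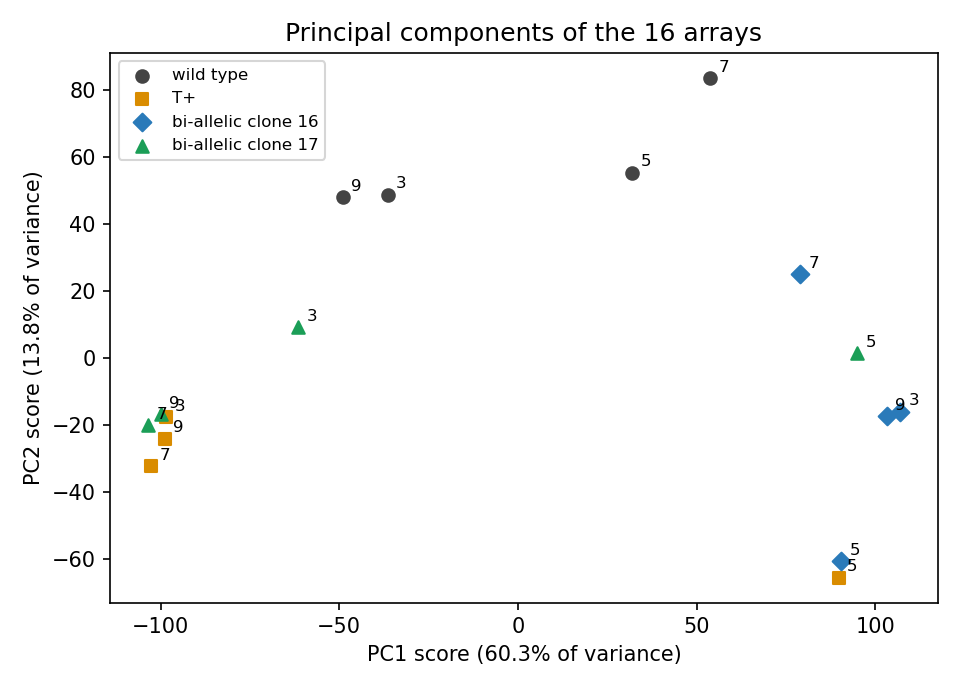
Scores of the 16 arrays on the first (horizontal axis, 60.3% of variance) and second (vertical axis, 13.8% of variance) principal components of the tested probes, without units. Each point is 1 animal, its colour and shape give the clone and the digit beside it the replicate number. The 4 wild type arrays lie at the top, and T+ replicate 5 and clone 17 replicate 5 lie on the side of clone 16.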

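Of the 279 probes lower than in W in at least 1 mutant clone, 48 were called lower in all 3. Lower calls in a single clone numbered 116 in T+, 53 in clone 16 and 2 in clone 17. A further 43 were lower in T+ and clone 16, 16 in T+ and clone 17, and 1 in clones 16 and 17. With both directions counted, 165 probes were called in T+ alone, 72 in clone 16 alone and 4 in clone 17 alone. By the one-way ANOVA and Dunnett's test, with only the ANOVA p-value adjusted over probes, 67 probes were lower in at least 1 mutant clone. Of these 67, 59 were lower in all 3. A probe past the adjusted ANOVA needed only an unadjusted Dunnett p-value below 0.05 in each clone. That rule favours calls in all 3 clones more than the limma rule does. Without adjustment, an alternative chosen after the results were seen, 698 were lower in at least 1 and 155 of them in all 3. A call in one clone and not in another is not by itself a difference between them. The number lower in all 3 clones changed most, among the alternatives set in advance, to 17 when only the arrays of the compared clones entered each model and to 114 with array weights. It was 23 without wild type replicate 9 and 67 without clone 16 replicate 7. Of the 48 probes, 45 are on the paper's list of commonly reduced probes in Supplementary File S1, and of the 201 probes on that list 175 could be tested here. That list was chosen on these arrays. Of the 175, 174 had a lower mean than W in all 3 mutant clones, and the median over probes of the log2 fold change averaged over the 3 clones was −2.63.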

A Venn diagram shows that most down-regulated probes were common for the three CRISPR/Cas9 mutants (201 de-regulated probes, 147 annotated genes, Fig. 1B), and that few of these probes (35, 29 and 17 for clones T+, TA− and TB−, respectively) were clone-specific.

**Figure 1:**
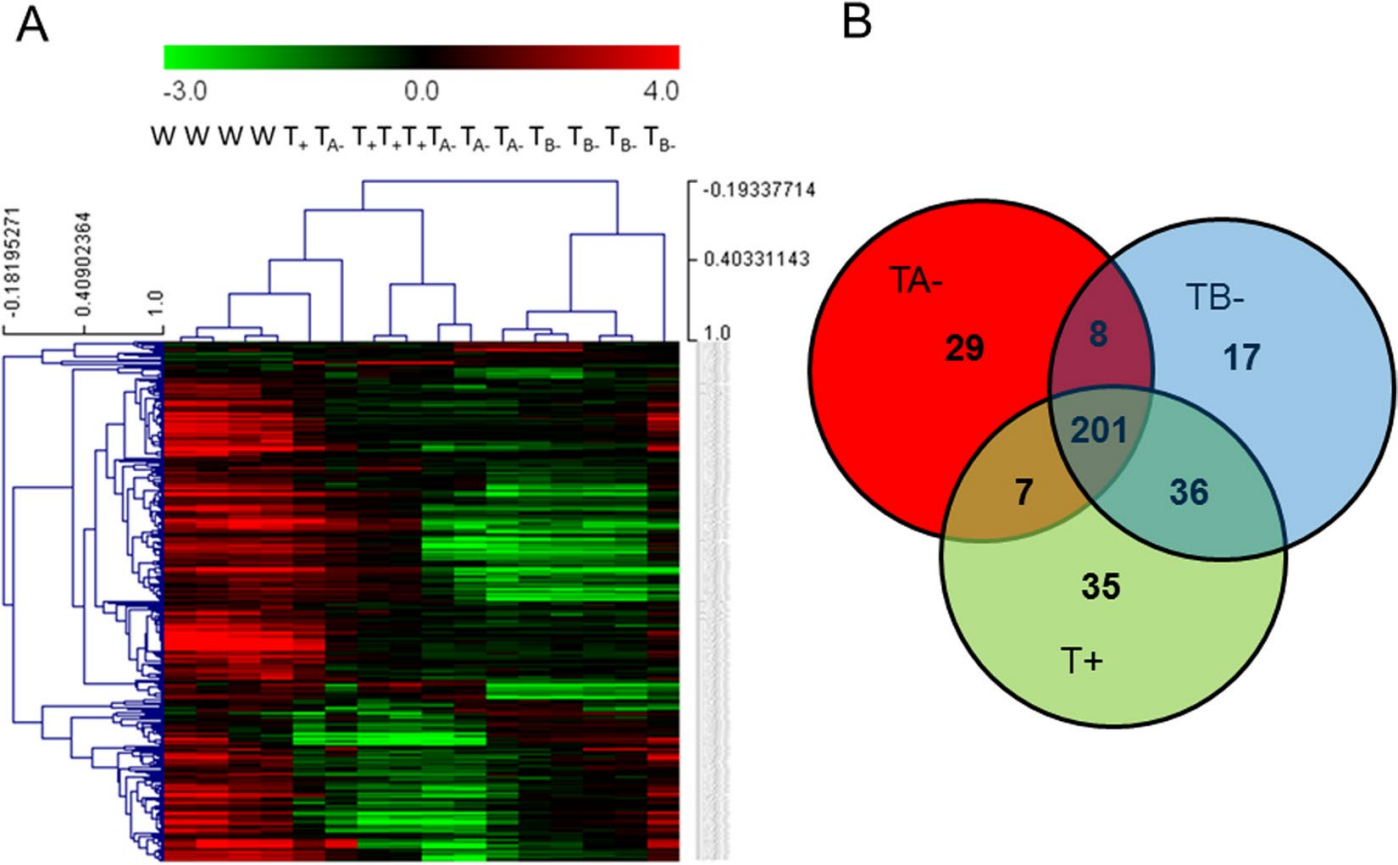
Analysis of microarray results. (**A**) Heat map and Pearson hierarchical clustering of the 147 transcripts identified as underrepresented in CRISP-Cas9 TRH clonal mutants relative to the wild type clone across the four individual-replicates per clone. (**B**) Venn diagram showing the overlapping of transcriptomic effects between individuals of the three mutant clones. T+, TA−,TB− refer to one mono-allelic and to two bi-allelic TRH mutant clones, respectively.

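Supplementary File S2 lists 51 probes under GO terms, and 45 of them passed the background filter. They were chosen by the paper on these arrays, so their values are given as a description and no set test was run. The median log2 fold change of the 45 probes was −1.89 in T+, −1.46 in clone 16 and −1.43 in clone 17, and the SD of this median over the 4 arrays of a clone was 0.633, 0.559 and 0.567. Of the 45 probes, 41, 40 and 41 had a lower mean than W, and 32, 24 and 10 were called lower, in T+, clone 16 and clone 17. In T+, 13 of these probes were not well above background on any array, and with such probes placed at their bound the median was −1.76. For the 11 probes of the term structural constituent of cuticle, the median was −5.09 in T+, −4.21 in clone 16 and −4.12 in clone 17, or −3.35, −3.78 and −3.37 with dim probes at their bound, and 8, 8 and 3 of them were called lower. For lipid biosynthesis, 14 probes could be tested, with medians of −1.35, −0.995 and −0.88, and 9, 5 and 2 were called lower. For the 7 tested probes of aminosugar metabolism the medians were −1.29, −1.56 and −0.93. For the 9 tested probes of transferase activity they were −2.96, −2.92 and −2.10, or −1.48, −1.46 and −1.68 with dim probes at their bound. The median over all listed probes changed most under normexp background correction and with single arrays left out, and stayed between −2.29 and −1.04 over the alternatives tried for the 3 clones.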

Gene ontology analysis indicated that the 147 transcripts showing under-representation in all three CRISPR-Cas9 mutants were related to growth (cuticle, chitin), energetic metabolism (amino sugar, fatty acid, lipid metabolism), and secondary metabolism (transferase activity) GO terms (Fig. 2, Table 2). When looking to the commonly de-regulated genes across CRISPR-clone-specific we identified 15 genes belonging to different specific regulatory signals or metabolic pathways related with serotonin synthesis and re-uptake, arachidonic/prostaglandin metabolism, insulin like growth factor signaling and the tryptophan catabolic process to kynurenine. Supplementary Figure S1 shows the behavior of the 15 transcripts identified in the microarray and annotated in one of the above mentioned functional categories. qPCR analyses performed on these 15 transcripts across the four studied individual/replicates per clone confirmed that only in 10 of these genes the observed microarray normalized fluorescence values correlated significantly (P < 0.05) with the mRNA abundance (Supplementary Fig. S2). Figure 3 shows the qPCR mRNA levels of the genes that varied significantly (P < 0.05) across clones following ANOVA analyses (ANOVA results are depicted in Supplementary Table S1). qPCR mRNA levels of genes belonging to the serotonin synthesis and re-uptake (DDC, SERT), arachidonic/prostaglandin metabolism (Gq, PTGS1, PTX, PTGES3) were down-regulated in clones TA− and TB−, those of genes from the tryptophan/Kynurenine metabolism (TDO2, Kyn) were up-regulated, whereas insulin-like growth factor signaling genes (PI3-kp85/p60, ILP) were up or down regulated. As all these effects were observed only in clones having mutations in both alleles (TA−, TB−), leading us to propose that they reflect the specific effects of serotonin deprivation.

**Figure 2:**
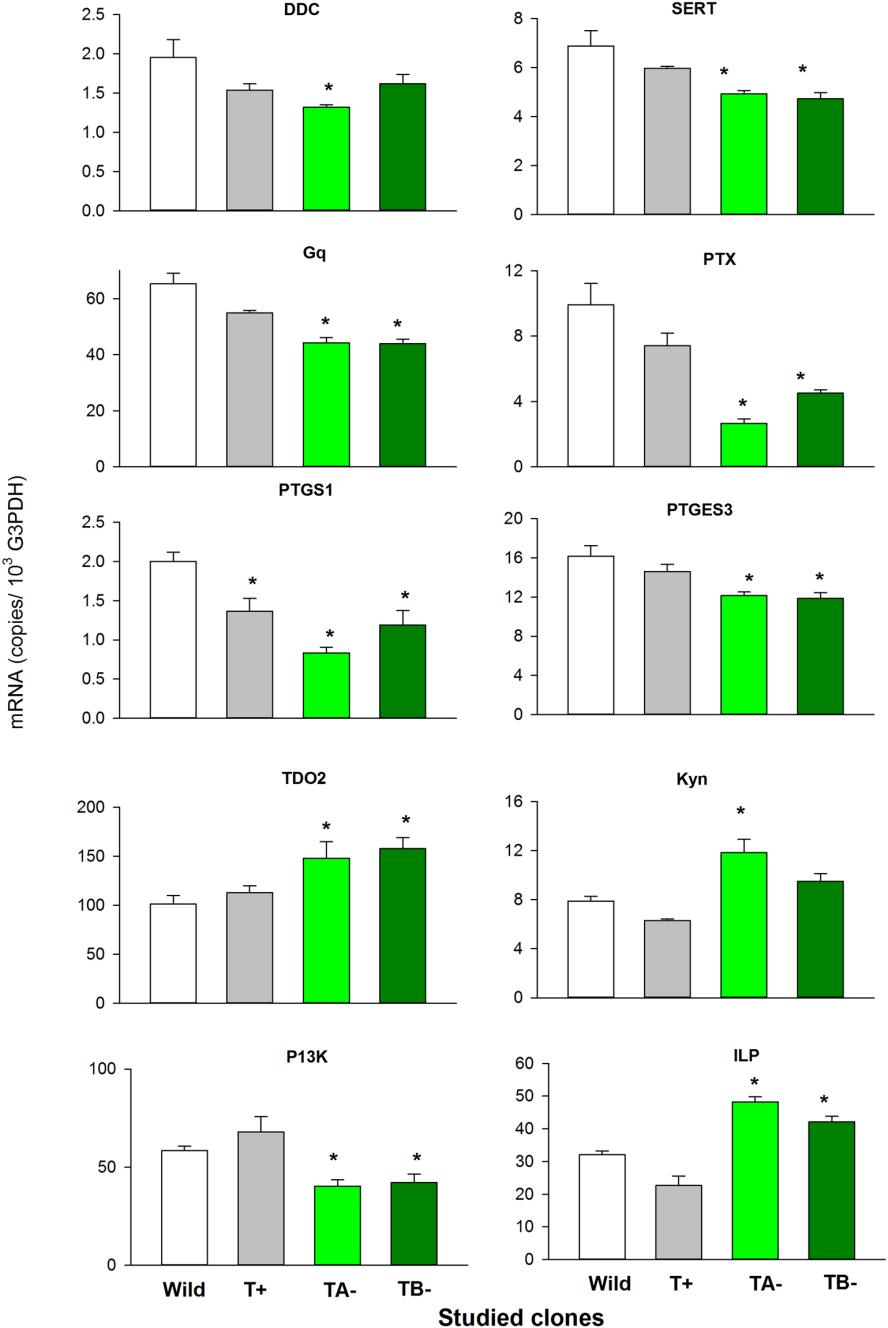
Transcript abundance of selected genes, as determined by qPCR. The bars represent mRNA abundances in copies per 1000 copies of G3PDH mRNA (Mean ± SE, N = 4). DDC is involved in serotonin synthesis, SERT codifies a transporter implicated in the serotonin re-uptake mechanism, Gq, PTX, PTGS1, and PTGES3 are related to the arachidonic/prostaglandin synthesis pathway, TDO2 and Kyn codify enzymes for the synthesis of kynurenine from tryptophan, and PI3K and IL3 are related to the insulin growth factor signalling pathway. *Significant p < 0.05 differences relative to the wild type following ANOVA and Dunnet’ s test. ANOVA results are depicted in Supplementary Table S1. White, grey, light and dark green triangles correspond, respectively, to control, T+, TA− and T− clones, respectively.

**Table 2:** The three mutated clones had down-regulated molecular/biological processes related to growth (cuticle, chitin) and energetic metabolism (amino sugar, fatty acid, lipid metabolism) and secondary metabolism (transferase activity).

		T+ D		TA− D		TA−U		TB− D		Common D		T+ Unique	
GO ACC	GO Term	Count	%	Count	%	Count	%	Count	%	Count	%	Count	%
**Molecular function**													
GO:0042302	Cuticle constituent	11	9.7	8	8.8			10	9.5	8	9.8		
GO:0008061	Chitin binding	9	7.9	6	6.6			6	5.7	5	6.1	4	14.8
GO:0005214	Chitin constituent	10	8.8	8	8.8			10	9.5	8	9.8		
GO:0008010	Structural constituent of chitin-based larval cuticle	10	8.8	8	8.8			10	9.5	8	9.8		
GO:0016746	Transferase activity(acyl)	8	7.1	5	5.5			6	5.7	7	8.6	2	7.4
**Biological Process**													
GO:0006040	Amino sugar metabolism	8	7.1	8	8.8			7	6.7	7	8.6		
GO:0006022	Aminoglycan metabolism	7	6.2	5	5.5			5	4.8	5	6.1	2	7.4
GO:1901071	Glucosamine metabolism	11	9.7	8	8.8			7	6.7	7	8.6	3	11.1
GO:0008610	Lipid biosynthesis	11	9.7	9	9.9			9	8.6	7	8.6	2	7.4
GO:0006633	Fatty acid biosynthesis	7	6.2	5	5.5			6	5.7	4	4.9	2	7.4
GO:0008299	Isoprenoid biosynthesis	2	1.8	3	3.3			3	2.9	3	3.7		
GO:0072330	Monocarboxylic acid biosynthesis	7	6.2	4	4.4			6	5.7	4	4.9	2	7.4
GO:0006030	Chitin metabolic process	6	5.3	5	5.5			4	3.8	4	4.9	2	7.4
GO:0042335	Cuticle development	12	10.6	7				11	10.5	7	8.6		
GO:0044255	Cellular lipid metabolism	10	8.8	11	12.1			10	9.5	10	12.3		
GO:0019441	tryptophan catabolic process to kynurenine					2	15.4						

Significant (P < 0.05, after false discovery rate correction) of gene enriched signalling pathways of the deregulated probes across the gene clusters identified in the Venn diagram. Only the number of unique probes and %coverage are reported. Full set of genes are depicted in Supplementary File S2.

**Figure 3:**
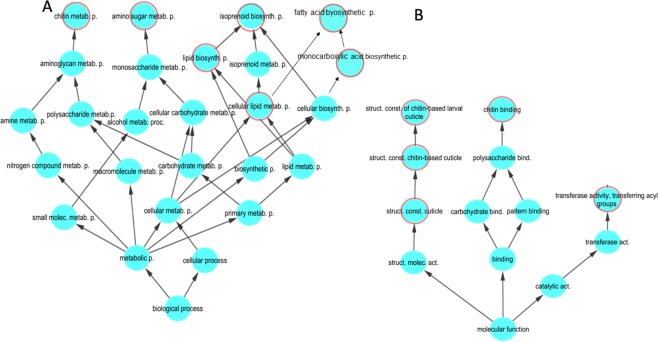
Gene ontology network analysis. Significantly enriched terms (P < 0.05) are labelled with a red circle. The analysis included biological processes and molecular function GO terms for all genes down-regulated in all three CRISP-Cas9 TRH mutated clones (for further details see Table 2). The data indicates that the three mutated clones had down-regulated molecular/biological processes related to growth (cuticle, chitin) and energetic metabolism.

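The probe of phospholipase A2 (CUST_89819_PI429715507) had a log2 fluorescence of 8.32 ± 1.04 (SD, n = 4) in W and was well above background on all 4 W arrays. It was at least 5.17-fold lower in T+ (adjusted p = 0.000954, limma) and at least 6.45-fold lower in clone 17 (adjusted p = 0.00355, limma). In clone 16, where 1 array was well above background, the log2 fold change was −4.14 (SE 0.532, adjusted p = 0.00284, limma), a size that rests mostly on arrays at background. Its call was lost in clone 17 when only the arrays of clone 17 and W entered the model. The probe of hydroxymethylglutaryl-CoA synthase (CUST_5069_PI429715507), well above background on every array, had 8.79 ± 0.046 (SD, n = 4) in W, 6.95 ± 0.272 in T+, 7.73 ± 0.262 in clone 16 and 7.18 ± 0.408 in clone 17. Its log2 fold changes were −1.85, −1.06 and −1.61 (SE 0.198, adjusted p = 0.000574, 0.0247 and 0.00255, limma). The call in clone 17 was lost when only the arrays of clone 17 and W entered the model, and the call in clone 16 was lost under the 75th percentile scaling, without a background filter, with the slide as a block and when any of 6 arrays was left out. The elongase ELOVL4 (CUST_24704_PI429715507) was at least 1.97-fold lower in T+ and at least 2.75-fold lower in clone 16 (adjusted p = 0.0115 and 0.0272, limma), and in clone 17, with 1 array well above background, its log2 fold change was −2.37 (SE 0.554, adjusted p = 0.11, limma), which again rests mostly on arrays at background. Its call in clone 16 was lost under 7 of 33 alternatives, and its call in T+ under the test described in the methods. Among cuticle proteins, a cuticular protein analogous to peritrophins (CUST_18986_PI429715507) was at least 9.45-fold lower in T+ (adjusted p = 0.0141, limma). Its log2 fold change was −4.72 in clone 16 (SE 1.01, adjusted p = 0.0447, limma) and −3.55 in clone 17 (adjusted p = 0.229, limma), with 1 array well above background in each and the other arrays at background. The call in clone 16 was lost under 19 of 33 alternatives, among them the slide as a block, the 75th percentile scaling, normexp, no background filter, the test described in the methods and any W array left out. The call in T+ was lost without a background filter and under the test described in the methods. The cuticular protein 50Cb (CUST_67477_PI429715507) changed by −5.09, −7.03 and −3.30 on the log2 scale in T+, clone 16 and clone 17 (SE 1.18, adjusted p = 0.0466, 0.0151 and 0.426, limma). It was well above background on 3 arrays of T+ and 1 of clone 16, so the size of the decrease in clone 16 rests mostly on arrays at background. Its call in T+ was lost under 17 of 33 alternatives, among them the slide as a block, the 75th percentile scaling, no background filter, the test described in the methods and any W or T+ array left out. Its call in clone 16 was lost under 5. Another cuticle protein (CUST_105652_PI429715507), also among the largest decreases in clone 16, changed by −2.57, −6.92 and −0.99 (SE 1.39, adjusted p = 0.494, 0.037 and 0.902, limma), and its call in clone 16 was lost under 13 alternatives, among them the slide as a block. The cuticular protein RR-2 family member 23 precursor (CUST_8279_PI429715507) changed by −6.58, −3.78 and −6.43 (SE 1.47, adjusted p = 0.038, 0.244 and 0.0988, limma), with 2, 3 and 2 arrays well above background, so the sizes of these changes rest in part on arrays at background. Its call in T+ was lost under 14 alternatives, among them the slide as a block. On the array of clone 16 replicate 7 the elongase, the protein analogous to peritrophins and phospholipase A2 were brighter than on the other arrays of that clone.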

Figure 4 shows the functional and physiological correlation between the affected signaling and metabolic pathways. Note that three of them (serotonin synthesis and re-uptake, arachidonic/prostaglandin metabolism, and kynurenine synthesis) are intimately related to the serotoninergic synaptic function.

**Figure 4:**
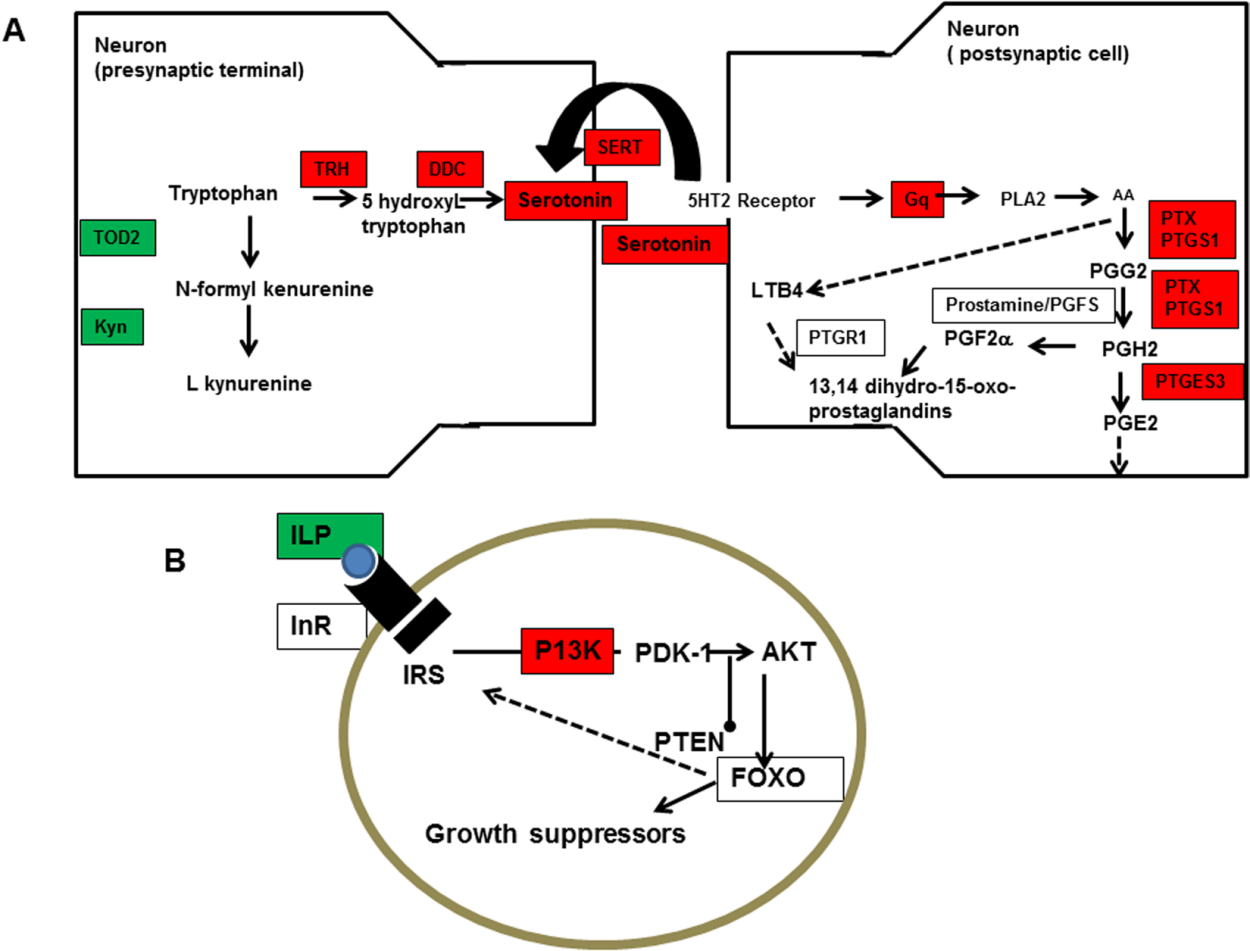
Schematic representation of the metabolic/physiological intercorrelation of identified de-regulated genes in Bi-allelic mutated TRH clones. The scheme represents both the pre- (left) and the post-synaptic (right) neuron of a putative serotoninergic synapsis (**A**) and the insulin signalling pathways (**B**). Outlined pathways are adapted from Heckman *et al*.^21^, Boucher *et al*.^18^, Edgar^36^ and Tootle and Spradling^30^ ones. De-regulated Genes/enzymes/neurotransmiters are shown in red (down) or green (up) boxes, those identified as de-regulated in the microarray but not confirmed by qPCR are depicted in white boxes.

## Discussion

This study aimed to study the signaling pathways affected by serotonin in *D*. *magna* by comparing transcriptional patterns of two distinct CRISPR/Cas9 bi-allelic *in-del* TRH mutants lacking serotonin with other two clones showing normal levels of serotonin, the wild type clone and a CRISPR/Cas9 mono-allelic TRH mutant^14^. The study of gene transcription patterns showed that most de-regulated genes were common for both mono- and bi-allelic mutants, and that the vast majority of them were under-represented in all three mutants, relative to the wild type. 

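Across the 17286 tested probes, the log2 fold changes of T+ and clone 17 had a Pearson correlation of 0.883, those of T+ and clone 16 of 0.172, and those of clones 16 and 17 of 0.142. These correlations are across probes, which are not independent replicates. With single mutant arrays in place of clone means, they ran from −0.214 to 0.932 for T+ and clone 17. The ranges were −0.283 to 0.931 for T+ and clone 16, and −0.306 to 0.837 for clones 16 and 17. The 3 comparisons use the same W arrays, which raises the correlations when nothing has changed. In 1000 simulations of unchanged groups drawn with the correlation between probes seen on these arrays, the median correlations were 0.549 for T+ and clone 17, 0.583 for T+ and clone 16 and 0.587 for clones 16 and 17. A value as large as the observed one was reached in 103, 767 and 790 of the simulations. With each clone of a pair compared with different W arrays, the correlations were 0.534, 0.0414 and −0.00149. From the probes shared between its lists, the paper concludes that the mono-allelic and bi-allelic mutants had most of their changes in common, with lower transcription in the mutants.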

The functional analysis of these genes denoted de-regulation of routes related to growth/molt and energetic metabolism. These results are in line with the observed delayed reproduction, reduced body size and fecundity observed in mutated clones, despite the fact that these effects in bi-allelic clones were stronger than in mono-allelic ones. Conversely, previous analyses of transcriptomic changes associated to exposure to drugs/chemicals that enhance, rather than inhibit, reproduction and growth revealed up-regulation of energetic metabolic pathways^10^. Thus, both sets of data show a clear and consistent correspondence between transcriptomic and life-history changes.

The study of genes from metabolic routes closely related with serotonin denoted marked differences between clones deprived of serotonin (TA−, TB−) and those showing normal levels of it (T+, W). For example, the clones lacking functional TRH alleles showed a down-regulation of the chromosomic *DDC* gene, which encodes the enzyme immediately downstream from *TRH* for serotonin synthesis from tryptophan (see Fig. 4). Campos, *et al*.^10^ found that the DDC gene was upregulated by drugs that enhanced serotonin signaling, a response exactly opposite to the one observed here. In addition, serotonin-deprived clones showed a decrease of transcripts encoding *SERT*, the transporter involved in serotonin transport, removing it from the synaptic cleft^26^, a metabolic response consistent with the abolition of the serotonergic function (Fig. 4). 

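Of the genes of the kynurenine pathway, the probes of TDO2 (CUST_19559_PI429715507) and of kynurenine formamidase, Kyn (CUST_4536_PI429715507), are identified in Supplementary File S2. The paper reports the increase of both genes in TA− and TB− by real-time PCR on the same animals, which was not analysed here. Most array signals of both probes were not well above background, so they do not decide about that increase. The TDO2 probe was well above background on none of the W arrays, on 1 T+ array, on 3 arrays of clone 16 and on 1 array of clone 17. Its log2 fluorescence was 3.84 ± 0.0773 (SD, n = 4) in W, 4.59 ± 1.56 in T+, 6.28 ± 0.831 in clone 16 and 4.54 ± 1.42 in clone 17. The 4 arrays of clone 16 were above all W arrays, and with W at its background limit the probe was at least 1.29-fold higher in clone 16. This difference was not called (log2 fold change 2.45, SE 0.753, adjusted p = 0.146, limma), except with array weights, with only the arrays of clone 16 and W in the model, with the replicate number in the model, and without T+ replicate 5. Over all alternatives its adjusted p from limma was between 0.0106 and 0.354. In T+ and in clone 17 replicate 5 had 6.93 and 6.67, whereas the other replicates were between 3.78 and 3.83 in T+ and between 3.80 and 3.87 in clone 17. The difference from W was not called in T+ (adjusted p = 0.741, limma) or clone 17 (adjusted p = 0.86, limma). Without replicate 5 the log2 fold changes of T+ and clone 17 were −0.02 and −0.01. The mean of the bi-allelic clones differed from T+ by 0.82 on the log2 scale (SE 0.652, adjusted p = 0.657, limma). The Kyn probe was above the background threshold on too few arrays to pass the filter. Without a background filter it was not called in T+, clone 16 or clone 17 (adjusted p = 0.872, 0.763 and 0.978, limma). It was well above background on 1 T+ array and 1 array of clone 16 and on none of W or clone 17. Its highest values were 7.13 in clone 16 replicate 5 and 7.09 in T+ replicate 5, and the W arrays had 3.77 to 4.01.

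**Figure D3:**
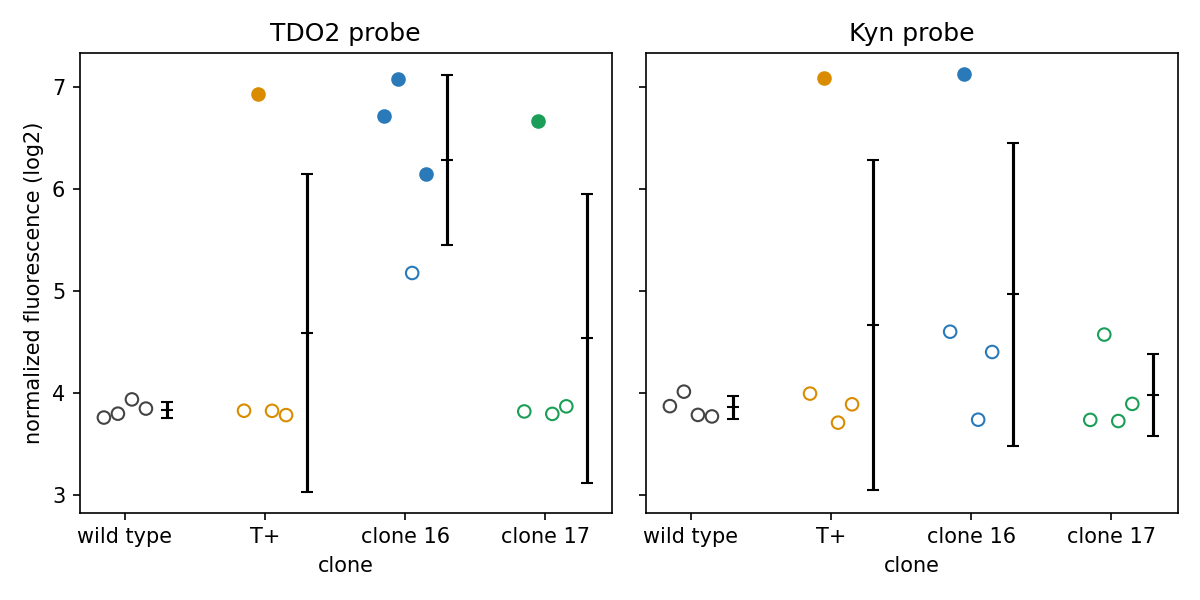
Normalized log2 fluorescence (vertical axis) of the TDO2 probe (left) and the Kyn probe (right) on each array of the 4 clones (horizontal axis). Filled points are well above background and open points are not, and the bars give the mean and SD of 4 arrays. The 4 arrays of clone 16 lie above the W arrays for TDO2, and T+ replicate 5 has 6.93 for TDO2 and 7.09 for Kyn.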

Finally, the observed up-regulation of the two genes encoding the enzymes for kynurenine synthesis in TA− and TB− clones (see Fig. 4) can be regarded as a compensatory metabolic mechanism, as the synthesis of kynurenine from tryptophan is considered a mechanism of disposal of any excess of tryptophan in the brain^27^. Therefore, the data is consistent with a model in which the lack of functional TRH enzyme results in an excess of tryptophan in the brain and the activation to metabolic pathways able to compensate it (see Fig. 4).

In addition, the complete deprivation of serotonin in TA− and TB− clones lead to the down-regulation of several genes that can be related to the serotonin response in the post-synaptic neurons. For example, the guanine nucleotide-binding protein *G(q)* subunit alpha, which belongs to the 5-HT2 (Gq-coupled) family receptors, is activated by the 5HT2 serotonin receptor and, in turn, activates the arachidonic acid/prostaglandin pathway^28,29^. Up to six genes in this pathway appeared down-regulated in TA−, TB− clones (four of them confirmed by qPCR), consistent with the abolition of serotoninergic signaling in these mutant clones. Heckmann, *et al*.^22^ first outlined the structure of eicosanoid biosynthesis in *Daphnia* and their modulation with ibuprofen, a known inhibitor of the rate-limiting enzyme for prostaglandin synthesis. In the previous study, PTGS1, also known as COX, showed a close relationship between the inhibition of the prostaglandin pathway and reproduction^20,21^. In *Drosophila* there is also a COX homologue, PTX, which is a cyclooxygenase-like facilitator of follicle maturation^30^. Both genes, PTGS1 and PTX, together with, PTGES3, also involved in the synthesis of at least three different prostaglandins (PGG2, PGH2, PGE2), were down-regulated in serotonin-deprived clones (Fig. 4). Thus, our results provide for the first-time transcriptomic evidence supporting the argument that there is a cross-talk between serotonin and arachidonic acid/prostaglandin pathways in *Daphnia*, and that the down regulation of these pathways may explain observed effects on growth and reproduction in serotonin-deprived clones.

However, prostaglandin signaling in insects has been mainly associated with reproduction, and not with growth^31^. A connection between serotonin and insulin signalling has been described in *C*. *elegans* and *Drosophila*. In *Drosophila*, a nucleostemin family GTPase acts in serotonergic neurons to regulate insulin signaling and control body size^17^. The genome of *D*. *pulex*, a close relative of *D*. *magna*, have four genes for insulin/IGF-like receptors and also genes encoding other key insulin related elements downstream such as several lipases, kinases, docking proteins (i.e. the insulin receptor substrate), transcription factors (i.e. the forkhead transcription factor FOXO) and putative insulin related neuropeptides^18,19^. Our microarray analysis indicated overrepresentation of FOXO, ILP and IR transcripts, and a reduction of PI3-kp85/p60 ones, although these results were only partially confirmed by qPCR (Fig. 4). This means that our transcriptomic data provides only marginal evidence indicating that serotonin affected growth through the de-regulation of the insulin/IGF-like signalling pathway. Thus, more research is needed to unravel the cross-talks between serotonin and insulin signalling pathways in *Daphnia*.

In summary, our results provide additional experimental evidence showing that the CRISPR/Cas9 methodology is a powerful tool to introduce reverse genetics and hence, to study the function of specific gene/enzymes in many species previously considered as inaccessible. In this paper, we used this approach to study the transcriptional changes associated to the knockout of a key gene/enzyme involved in the synthesis of serotonin. Observed transcriptomic changes showed common gene response patterns among the studied mutated clones, which correlated to phenotypic changes such as reduced growth and reproduction. However, several of the observed de-regulated genes were specific of mutants lacking serotonin, which included down-regulation of the serotonin synapsis and arachidonic acid metabolism, and up-regulation of the kynurenine pathway. These results agree with previously reported transcriptomic effects in the arachidonic acid, serotonin and energetic metabolic pathways of *D*. *magna* individuals exposed to ibuprofen or selective serotonin reuptake inhibitory drugs^10,21^.

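The difference between the bi-allelic clones and T+ was tested directly, as the mean of clones 16 and 17 minus T+ in the same limma model. At an adjusted p-value below 0.05 and 1.5-fold, 9 of the tested probes differed, 4 of them higher and 5 lower in the bi-allelic clones. Before adjustment, 853 probes were higher and 734 lower at a p-value below 0.05, and chance gives 864 in all. All 9 are listed in Supplementary File S1. None of them was changed in the same direction from W in both bi-allelic clones (limma), and with array weights 7 were, out of 2271 that differed from T+. Without T+ replicate 5 the number that differed was 406, none of which was changed from W in both bi-allelic clones. Chitotriosidase (CUST_33489_PI429715507), the probe among the 9 with a gene name in the files, was named after its values were seen. It was higher in the bi-allelic clones than in T+ by 1.53 on the log2 scale (SE 0.219, adjusted p = 0.0209, limma). Its log2 fold changes from W were −1.76 in T+, 0.02 in clone 16 and −0.50 in clone 17. For the genes of the serotonin synapse and of arachidonic acid metabolism other than phospholipase A2, the files do not pair the names used by the paper with probes.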

## Methods

### Experimental animals

An extensively characterized single clone of *D*. *magna* (clone F)^32^, hereafter designated as wild type clone (W), was used as the source for generating the three studied CRISPR/Cas9 -mediated TRH mutant clonal lines: T+(mono-allele *in-del* mutant) and TA− and TB− (bi-allele *in-del* mutants). Further details about the generation of these TRH mutant clonal lines and their respective phenotypes have been previously reported by Rivetti, *et al*.^14^.

Individual or bulk cultures of 10 animals/l for each clone were maintained in ASTM hard synthetic water at 20 °C under a 16 h light: 8 h dark photoperiod and fed daily with the algae *Chorella vulgaris* (5 × 10^5^ cells/ml) following previously described procedures^32^.

### Reproduction

Effects on reproduction were assessed following the established OECD guidelines with minor modifications^32^. Assays were conducted with the selected three TRH mutated clones plus the wild type one (W). Newly born neonates (<24 h old) were reared individually in 100 mL of ASTM hard water at high food ratio conditions (5 × 105 cells/ml of *C*. *vulgaris)* until they release the third brood. Each treatment was replicated 10 times. The test medium was changed every other day. Measured life-history traits included body length, age at first reproduction and total offspring production. Body length measurements were performed following previously described procedures^14^.

### Transcriptomic analyses

At the end of reproduction experiment adult females of each clone were de-brooded as previously described, snap frozen in liquid N_2_ and stored at −80 °C until RNA extraction^10^.

### RNA Extraction

Total RNA from a single adult *D*. *magna* female was isolated using Trizol (Invitrogen, USA), following manufacturer protocols with slight modifications. After RNA isolation, DNAse treatment was performed according to manufacturer protocols, followed by a double phenol-chloroform and another chloroform extraction for further purification. RNA was precipitated using sodium acetate and 100% ethanol, being re-suspended in RNAse free water, and finally quantified and quality checked in a NanoDrop D-1000 Spectrophotometer (NanoDrop Technologies, USA). Samples presenting a ratio 230/260–260/280 between 1.9–2.1 were selected. RNA integrity was checked using Agilent 2100 Bioanalyzer (Agilent Technologies, USA). Only the samples showing RIN values above 9 were used for microarray analysis.

### Microarrays

A 8 × 60 K Agilent array containing the full set of the 41317gene models representing the full transcriptome of *Daphnia magna* was used^33^. This platform was designed from a previous 4 × 180 K one (Agilent 66414 design; GPL22721), which contained four probes per gene model and that was tested across seven life-stages^25^. Most probes (39000) included in the 8 × 60 K new platform belonged to unique genes that scored the maximal fluorescence signal across *D*. *magna* life-stages^25^. The array also included the two best probes having the highest signal for the remaining 2317 genes, which showed a less consistent signaling pattern across life-stages. Further e-array based quality controls were added, resulting in a microarray with 50,000 probes, as well as an extra 3500 negative probes, computer generated. This was then printed on an 8 × 60 K format (Agilent 079797design; GPL23826).

A total of four replicates per clone were used. Each replicated contained the RNA extracted from a single adult individual. One μg of total RNA was used for all hybridizations. cDNA synthesis, cRNA labeling, amplification, and hybridizations were performed following the manufacturer’s kits and protocols (Quick Amp labeling kit; Agilent, Palo Alto, CA). The Agilent one-color Microarray Based Gene Expression Analysis v6.5 was used for microarray hybridizations according to the manufacturer’s recommendations. Microarray images were generated by an Agilent high-resolution C microarray scanner. Data was resolved from microarray images using Agilent Feature Extraction software v10.7. Raw microarray data from this study have been deposited at the Gene Expression Omnibus Web site (www.ncbi.nlm.nih.gov/geo/) with accession number GSE101858.

### Gene expression analysis

Microarray data were analyzed using Gene Spring GX v13.0 software (Agilent, USA). 

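The deposited normalized values were compared with the scanner signals of the same arrays. After log2 transformation, quantile normalization and subtraction of each probe's median over the 16 arrays, the computed and the deposited values of an array had a median absolute difference of 0.000525 to 0.0022 on the log2 scale. The subtraction of a median is the same for every array and leaves the differences between clones unchanged. With the deposited values in place of the scanner signals, 352 probes differed from W in at least 1 mutant clone.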

Fluorescence data was normalized using quantile normalization and baseline transformation to the median of all samples.

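The 95th percentile of the negative control spots was 39.6 to 129 on the W arrays, 32.9 to 46.9 on the T+ arrays, 38.2 to 58.6 on the arrays of clone 16 and 31.8 to 42.2 on those of clone 17, in units of processed signal. The value of 129 is that of wild type replicate 7, and the highest on any other array is 58.6. With all gene probes tested and no filter on dim probes, 195 probes differed from W in at least 1 mutant clone, and with the 14810 probes that the scanner software marked as well above background on at least 4 arrays, 308 did.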

The quantile 95 of the added 3500 negative probes was calculated and this value was assumed as being the fluorescence background noise value of each sample.

Differentially transcribed probes (DEP) of four *D*. *magna* adult individuals from the three CRISPR/Cas9 clones (T+, TA−, TB−) relative to those of the wild type clone (W) were identified by comparing normalized fluorescent levels using one way ANOVA test (p < 0.05) followed by a Dunett’s test plus Benjamini-Hochberg false discovery rates correction and using a 1.5 fold change cut-off. The latter term was calculated as the quotient between the antilog2 of the replicated normalized fluorescence of CRISPR/Cas9 clones versus mean normalized fluorescence of the four replicates of the wild type clone. Only those probes from CRISPR/Cas9 clones whose absolute normalized fluorescence changed significantly ≥1.5 fold relative to the wild type clone were considered up or down regulated. Finally, differentially transcribed genes were those associated to DEP. Sample Clustering of DEP across the studied clones was analysed using the Multi-Experiment viewer MeV4 software by hierarchical clustering using Pearson correlation algorithm^34^. Finally a Venn diagram was used to represent common and unique DEP across the studied genes.

Differentially annotated transcribed genes were used to assess enriched functional gene ontology and metabolic signalling pathways using the GeneSpring Enrichment tool and the Kyoto Encyclopaedia of Genes and Genomes (KEGG, http://www.genome.jp/kegg/kegg2.html) database. The latter was restricted to the specific signaling pathways related with tryptophan/serotonergic, arachidonic acid metabolism, and insulin like growth.

### Validation of microarray results by qPCR

Microarray results were validated with real-time quantitative polymerase chain reaction (qPCR), which was performed using the same samples (four individual/replicates per clone) used in the array. Validation was performed comparing microarray normalized fluoresce values with normalized qPCR mRNA abundance, both log e transformed. We selected 15 differentially expressed genes belonging to the tryptophan/serotonergic synapse (tryptophan 2,3-dioxygenase A, TDO2; kynurenine formamidase, Kyn; dopamine decarboxylase, DDC; serotonin transporter, SERT; G protein subunit alpha q, Gq;, arachidonic acid (prostaglandin E2 receptor EP4 subtype, PTGER4; prostaglandin-endoperoxide synthase 1, PTGS1 or COX1; cyclooxygenase-like facilitator of follicle, PXT; Prostamide/prostaglandin F synthase, PGFS; Prostaglandin reductase, PTGR1; Prostaglandin E synthase 3,PTGE3) and insulin growth factor signaling pathways (Insulin like peptide, ILP; Insulin receptor, IR; phosphatidylinositol 3-kinase, PI3-kp85/p60 and Forkhead transcriptional factor FOXO^10,18,22,27,30,35^). The G3PDH gene (glyceraldehyde 3-phosphate dehydrogenase) was used as an internal control (house-keeping gene). Primers for each one of these genes were designed with Primer Express® Software v3.0.1(Thermofisher, USA) and are provided in Table S1. qPCR was performed according to manufacturer’s protocols.

## Supplementary information

Supplementary information,

File S1,

File S2

# Supplementary material for: Tryptophan hydroxylase (TRH) loss of function mutations in Daphnia deregulated growth, energetic, serotoninergic and arachidonic acid metabolic signalling pathways
**Source:** Sci Rep. 2019 Mar 6;9:3693. doi: 10.1038/s41598-019-39987-5
**Supplement:** Supplementary file 1 — Supplementary information,

**SUPPLEMENTARY INFORMATION**

Tryptophan hydroxylase (TRH) loss of function mutations in *Daphnia* deregulated growth, energetic, serotoninergic and arachidonic acid metabolic signalling pathways

Bruno Campos, Claudia Rivetti, Romà Tauler, Benjamin Piña, Carlos Barata

**Supplementary Tables**

**Supplementary Table S1**. **Statistical results**.

|  | df | X^2^ or F | p |
| --- | --- | --- | --- |
| Life history traits |  |  |  |
| Age* | 3 | 25.6 | <0.001 |
| Body length** | 3,36 | 6.5 | 0.001 |
| Offspring production** | 3,35 | 8.1 | <0.001 |
| Genes |  |  |  |
| DDC** | 3,12 | 11.1 | 0.001 |
| SERT** | 3,12 | 7.8 | 0.004 |
| Gq** | 3,12 | 8.4 | 0.003 |
| PTX** | 3,12 | 14.2 | <0.001 |
| PTGS1** | 3,12 | 8.9 | 0.002 |
| PTGES3** | 3,12 | 8.3 | 0.003 |
| TDO2** | 3,12 | 6.8 | 0.006 |
| Kyn** | 3,12 | 26.8 | <0.001 |
| P13K** | 3,12 | 7.2 | 0.005 |
| ILP** | 3,12 | 20.5 | <0.001 |

Kruskal-Wallis* and one-way ANOVA** results comparing the performance of the four studied clones. df, χ2, F, p are degrees of freedom, Chi-square, Fisher’s coefficient and probability level, respectively.

| Table S2. Primer pairs designed from existing sequences used for amplification of selected *Daphnia magna* partial gene sequences. | | | | | |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Name | code | access number | Forward | Reverse | | | Amplicon (bp) |
| Guanine nucleotide-binding protein G(q) subunit alpha | Gq | KZS13216 | GGAACTAGTCCGGTCCGTTG | CTCCACAAGTCCCGTATGGC | | | 81 |
| Chorion peroxidase | PXT | KZS13261 | CCCGTCGTGCAGAACTGAC | AAGCCGGAAAGATCCAGGAA | | | 81 |
| Sodium-dependent serotonin transporter | SERT | KZS12304 | TTCAGTTTTGCTTTAGATTCGGC | CAATAAATATGCGGCTCCACC | | | 81 |
| Kynurenine formamidase | Kyn | KZS09367 | GGAAAATGACCCTCCCGAGT | TGAACATCCGTGAATCCAGC | | | 81 |
| Tryptophan 2,3-dioxygenase A | TDO2 | KZS06758 | CGATTCTGCGAAGAGGGTTG | GCCGCGTAAACACATTCCAC | | | 81 |
| Prostaglandin G/H synthase | PTGS1 | KZS18300 | AGTGCGGCCATATTGGATTC | GATGGACGTCTTGTCGGGAC | | | 81 |
| Dopamine Decarboxylase | DDC | KZS20105 | AATGATTCCTGAAGCCGCC | CCAGGCATAATGACGCGTT | | | 81 |
| Prostaglandin E 3 Synthase | PTGES3 | KZS11998 | GGCTACCAGCAACTCAACGAC | CTGAAGGTCTTGTTGGGCATC | | | 81 |
| Prostaglandin E2 receptor EP4 subtype | PE2REP4 | KZS02991 | CACTTGAATCCATCCGTGCA | CATTATCAGGGCGGCAATGT | | | 81 |
| Prostaglandin E synthase 3 (Cytosolic) | PEsyn3Cyt | A0A0P6AAV6 | TTAATAGATGGCGCGATGAGG | GCATCATCTCGTCGAGGTCC | | | 81 |
| Prostamide/prostaglandin F synthase | PFsyn | A0A0P5H856 | GTTGAGTCGAATTGCTCGCA | TGGTAACCATCTCCGCGTAGA | | | 81 |
| Insulin growth factor receptor | InR | KZS17898 | CCGTCAAGATTGGCGACTTC | ACCAACCTTGTGCGTCTCCT | | | 81 |
| Phosphatidylinositol 3-kinase, PI3-Kp85/p60 | PI3-Kp85/p60 | KZS11075 | GAATGGCCGGCGTAGTAGAC | AGAGAGAGGGTTCGGCTTCAC | | | 81 |
| Insulin/IGF/relaxin peptide 1-like protein | ILP | KZS08602 | GAAAGCTATTGCGCAGTCATCA | CGTCATCAAGGCAGCGCT | | | 81 |
| Forkhead transcription factor FOXO | FOXO | KZS16202 | CGGTGTCGTGTCTGGCTTG | ACGTTGCAATCTTCAAATCCG | | | 81 |
| HK glyceraldehyde-3-phosphate dehydrogenase | G3PDH | AJ292555 | GACCATTACGCTGCTGAATACG | CCTTTGCTGACGCCGATAGG | | | 100 |

**Supplementary Figures**

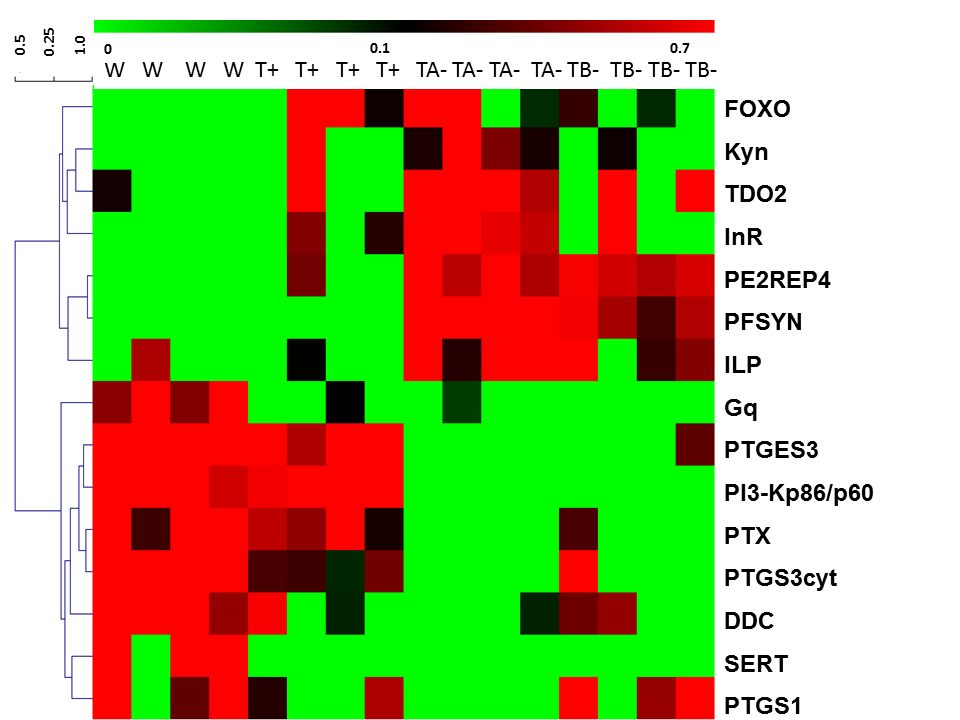

**Fig S1. Hierarchical clustering of fluorescence values (log 2) of deregulated probes encoding for genes belonging to the tryptophan/serotoninergic, arachidonic acid metabolism and insulin growth factor signalling pathways**. Gene abbreviations are explained in Table S1

**Fig S2. Bi-plots of qPCR mRNA abundance relative to G3PDH vs microarray fluorescence values (all log2) (Mean SE, N=4) of the genes depicted in Fig S1.** Only genes with significant Person correlation values are depicted. White, grey, light and dark green triangles correspond, respectively, to control, T+, TA- and TB- clones. *0.05<p<0.01; **p<0.01

How the deposited data were processed for this re-analysis (not part of the article)

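The data are fluorescence measurements from 16 Agilent one-colour arrays, hybridised with RNA of single *Daphnia magna* females of the wild type clone and of 3 clones with CRISPR-Cas9 mutations in the tryptophan hydroxylase gene, 4 animals per clone. The mono-allelic mutant is T+. The bi-allelic mutants are called clone 16 and clone 17 in the sample labels and TA− and TB− in the paper.

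The authors deposited, for each array, the intensity of every spot as written by Agilent Feature Extraction (version 10.5.1.1 in the headers of the files that have one), including a processed signal corrected for background and not normalized between arrays. They also deposited a table of normalized log2 values. These were found to be the log2 processed signals after quantile normalization, minus each probe's median over all arrays, as the methods of the paper describe.

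The processed signals were used with a floor of 1, which no spot reached. Control spots were left out, and the 49 to 122 spots per array marked as non-uniform or population outliers were set to missing. No spot was saturated. The log2 signals of repeated spots of a probe were averaged (2419 probes had more than 1 spot), and the arrays were quantile normalized. A probe was tested when it exceeded the 95th percentile of the 2840 negative control spots on at least 4 arrays, which kept 17286 of 51424 probes and left out 34138. Signal over background sets what can be measured on an array. A probe not well above background on any array of a group has only a bound there, and its difference is given as at least N-fold. The number of arrays limits the precision.

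limma 3.58.1 in R 4.3.3 was used to fit one model to the 16 arrays, with contrasts of each mutant clone against the wild type and of the mean of the bi-allelic clones against T+. Tests were two-sided, with Benjamini-Hochberg adjustment over the tested probes. A probe was called at an adjusted p-value below 0.05 and a change of at least 1.5-fold. In the ANOVA with Dunnett's test, only the ANOVA p-value was adjusted over probes, unless stated otherwise. The correlation of arrays within and between clones was tested by an exact permutation test over all partitions of the arrays. Correlations of fold changes between clones were set beside simulated unchanged groups that share the wild type arrays.

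The mapping of samples, the model, the thresholds, the rule for the probes named and the alternatives were fixed before the data were examined, apart from 3 alternatives named as added later. Named were the genes named by the paper whose probes the supplementary files identify, the 5 probes with the largest decrease and the 3 with the largest increase per clone among called probes whose arrays did not overlap with the wild type, and the probe with the largest mean change of each GO class. Most probes chosen by size have no gene name in the files, and of these 2 that fell and 2 that rose are printed.

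The alternatives were scaling to the 75th percentile, normexp background correction with an offset of 50 (on the median spot signal, since the files used hold no mean signal), the deposited normalized values, no background filter, a filter on the well above background mark, outlier spots kept, the ANOVA with Dunnett's test of the methods (mvtnorm 1.3.3), models with only the arrays compared, no fold limit, a 2-fold limit, the slide as a block, array weights, a variance trend with robust estimation, the replicate number as a block, and each array left out in turn.

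The procedure was tested on simulated data with each probe's spread within clones, in which 200 of 17286 probes had been changed. limma called 74% of them in T+, 77% in clone 16 and 68% in clone 17, and called 3, 6 and 6 unchanged probes. The probes were drawn independently of each other and no array was made to lie apart, unlike on the real arrays. The numbers of false calls therefore do not describe these arrays. In the same simulation the ANOVA with Dunnett's test called 75%, 76.5% and 69.5%. On the real arrays it called 79 probes, against 355 by limma.

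The real-time PCR and life-history measurements were not analysed here. Supplementary File S1 was used in 10 of its 14 sheets and only to describe its probes. A set test of cuticle and chitin probes by annotation was not run, since the annotation used here names only the probes chosen by the paper.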

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

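The tests of slide, position, replicate number, normalization, moult stage, labelling, signal rounding and local background, the comparison with the ANOVA, and the counts over other splits of the arrays were chosen only after the results were seen. The tests for wild type RNA were set out before their values were computed, except the comparison with single wild type arrays. Among 56 groups of 4 arrays examined for an array far from the others, 11 had one, and chance gives about 2.8, or 1 group in 20. The groups share arrays and are not independent.

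T+ replicate 5 lay far from the other arrays of its clone on the first principal component, at 89.75 against −102.7 to −98.38 (gap over range 0.977). It did so in the median of the GO list probes relative to the wild type, at −3.24 against −2.02 to −1.93 (0.928), in TDO2, at 6.93 against 3.78 to 3.83 (0.986), and in Kyn, at 7.09 against 3.71 to 4.00 (0.916). Clone 17 replicate 5 lay apart in TDO2, at 6.67 against 3.80 to 3.87 (0.974). The first component as a whole does not follow the slide, since the arrays of either slide span at least 203.2 of its range of 210.4. The 4 arrays at the position numbered 3 along the slide span 205.8, which argues against position as the whole cause. Normalization is argued against too, since the mean correlation of T+ replicate 5 with the other T+ arrays was −0.573 without any. The stage of single animals in the moult cycle stays open. The cuticle and chitin probes of Supplementary File S2 followed the component within clones no more than most random lists did (percentile 60.17 of 10000 lists), but these probes had been chosen by the paper on the same arrays, and the files give no stage.

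For the arrays numbered 5, 3 explanations cannot be told apart. T+ replicate 5 and clone 17 replicate 5 were at the position numbered 4 along the slide, together with wild type replicate 7 and clone 16 replicate 5, and the mean deviation of these 4 arrays from their clones was as large in 3 of the 256 choices of 1 array per clone (exact p = 0.0117, two-sided). For the arrays numbered 5 it was as large in 7 of 256 (exact p = 0.0273, two-sided). Both sets share 3 arrays and were picked after the pattern had been seen. A wrong label was tested with probes called in one direction against each of the other 3 clones, in fits without the array in question. A wild type animal is argued against, since T+ replicate 5 lay on the side of the wild type for 2 of 64 probes that mark it (3.12%) and clone 17 replicate 5 for 2 of 68 (2.94%). An animal of another mutant clone is not excluded. T+ replicate 5 lay on the side of clone 16 for 159 of 166 probes that mark that clone (95.8%), and clone 17 replicate 5 for 132 of 141 (93.6%). In each fit without another array, only 1 probe marked clone 16. These counts thus largely repeat that both arrays lay with clone 16 on the first component, and they do not decide about a wrong label. Only 2 probes mark T+ and none mark clone 17, too few to decide, and T+ replicate 5 was on the side of T+ for both. In an earlier choice of probes, by a 2-fold gap to every other array, it was on the side of clone 16 for 12 of 15 and off the side of T+ for the 1 probe found. Probe CUST_48867_PI429715507, 7.31 to 9.90 on the arrays of clone 16, was at 4.43 on T+ replicate 5 and at 4.87 on clone 17 replicate 5, and single probes such as this one go against clone 16. In a count over all tested probes, added after these values had been seen, at least 81 placed T+ replicate 5 with T+ and apart from 3 arrays of clone 16 by 2-fold or more, and at least 31 placed clone 17 replicate 5 with clone 17 in the same way. The same count reached 302 and 300 for single arrays of clone 16 itself, so it does not decide. Against clone 17, T+ replicate 5 had at least 8 such probes and single arrays of clone 17 up to 14, and against T+, clone 17 replicate 5 had at least 7 and single arrays of T+ up to 4. With the first component taken out, the mean correlation of T+ replicate 5 was 0.274 with the other T+ arrays, 0.032 with clone 16, 0.0244 with clone 17 and −0.382 with the wild type, but clone 16 replicate 5 was then also closest to T+. Without T+ replicate 5 the number of called probes was 1368 in place of 355. A difference in state between animals of one clone also stays open and was not tested.

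Wild type replicate 7 had a 95th percentile of negative controls of 129, against 39.6 to 53.8 on the other wild type arrays (gap over range 0.842). Its file has no header and holds signals rounded to 3 digits. Rounding does not account for a higher median, and the median unprocessed signal of its negative control spots was 117, outside the range of 71 to 100 on the other arrays. A higher local background in the scan is argued against by a median local background of 45, within the range of 35 to 47 on the others. What raised the signals stays open. No biological explanation was tested. Without this array 88.4% of the called probes were lower, in place of 78.6%.

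Clone 16 replicate 7 was brighter than the other arrays of its clone for phospholipase A2, at 5.57 against 3.63 to 3.86 (gap over range 0.878), for the cuticular protein analogous to peritrophins, at 6.50 against 3.75 to 3.84 (0.965), and for ELOVL4, at 5.12 against 3.62 to 3.65 (0.985). Clone 17 replicate 3 was brighter for the same cuticular protein, at 9.44 against 4.22 to 4.50 (0.947), and T+ replicate 3 for ELOVL4, at 4.41 against 3.65 to 3.76 (0.851). Of the 64 probes called lower in both T+ and clone 17, 61 (95.3%) had their highest signal in clone 16 on replicate 7, where chance gives 25%. Of the 91 called lower in both T+ and clone 16, 63.7% had their highest signal in clone 17 on replicate 3. For T+ replicate 3 the share was 28.6%, near that of chance. A share of wild type RNA in these samples would raise reduced probes in this way. A mixture gives one share for all probes, however, and the share of wild type signal needed ran from 5.33% to 54.1% between the 10th and 90th percentiles of probes in clone 16 replicate 7, a ratio of 10.2, which is close to the 10-fold limit set for it. In clone 17 replicate 3 it ran from 2.14% to 59.6%, a ratio of 27.9, over 76 of 91 probes, and the other 15 had no share above 0 and are not in this range. A single wild type array at a fixed share gave ratios of at most 3.6 and 4.42. RNA of an animal unlike the 4 wild type animals measured, and a weaker response of these 2 animals, stay open. Without clone 16 replicate 7, 67 probes were lower in all 3 mutant clones in place of 48.

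The effects of the bi-allelic clones and of T+ differed for 9 probes by a direct test. Over 100 splits of the arrays drawn at random, 5 gave a number as large, the real one included, so chance is not excluded. A split as large gave up to 2099 probes. By limma, 0 probes were changed in both bi-allelic clones and also different from T+, where 734 were lower and 853 higher than in T+ at an unadjusted p below 0.05. As every split gives at least 0 (100 of 100), the splits say nothing about chance for this number. The number that differed from T+ was 3 without T+ replicate 3 and 406 without T+ replicate 5.

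Of the called probes, 113 are not listed in Supplementary File S1, and 67 of these were higher than in the wild type. The copy of File S1 used lacks 4 sheets, so some of the 113 may be listed there. Of the 113, 5 were also called by the ANOVA with Dunnett's test after adjustment, and 72 of the 242 listed ones were. Without adjustment, a setting chosen after seeing the values, all 113 and all 242 were called. Since that setting does not separate listed from unlisted probes, whether the choice of test accounts for the 113 stays undecided.

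For the numbers of called probes, chance was weighed by other splits of the arrays. In each mutant clone against the wild type there are 35 splits of the 8 arrays. No other split gave as many probes in either direction as the real one gave lower or higher, nor as many in both together, so 1 of 35 splits was as large for each of these numbers in T+, clone 16 and clone 17. For the number called in any mutant clone, 2 of 100 random splits were as large, the larger of them with 782 probes, and for the number lower in all 3 mutant clones 1 of 100 was. Taken one at a time, the share of splits as large was below 0.05 for each of these numbers. With 35 splits, 1 is the fewest possible, and no allowance was made for the several numbers examined. Other splits mix wild type and mutant arrays, which widens the spread within groups where the clones differ. They therefore speak to whether the clones differ at all, and not to each number by itself. The 6 probes higher in clone 17 were 0 when only the arrays compared entered the model.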

How the results depend on the processing

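Under several alternatives, the numbers of probes called in each mutant clone, in any of them and lower in all 3 stayed within 1.5 times those reported, with 1 exception. Under the 75th percentile scaling 293 probes were called in at least 1 mutant clone, with the deposited values 352, with outlier spots kept 354, under the well above background filter 308, with no fold limit 363, with a 2-fold limit 326, and with a variance trend and robust estimation 331, in place of 355. Under normexp background correction the number was 341, and probes higher in clone 16 went from 22 to 14, which is the exception. Smaller counts moved further. Lipid biosynthesis probes lower in clone 16 went from 5 to 2 under the 75th percentile scaling and to 3 with the 2-fold limit, and probes lower in clones 16 and 17 only went from 1 to between 0 and 2. The cause was not tested. The 75th percentile scaling moved the median log2 fold change of all tested probes from 0.06, 0.11 and 0.07 in T+, clone 16 and clone 17 to 0.13, 0.18 and 0.13.

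Without a background filter, with all gene probes in the adjustment, the numbers were 147 lower and 28 higher in T+, 57 and 8 in clone 16, 3 higher in clone 17, and 195 in any clone. By the ANOVA with Dunnett's test they were 65 and 10 in T+, 63 and 4 in clone 16, 3 higher in clone 17, and 79 in any clone. With array weights they were 571 and 773 in T+, 611 and 617 in clone 16, 327 and 464 in clone 17, 2421 in any clone, 114 lower in all 3 clones, 2271 different between the bi-allelic clones and T+, and 7 also changed in both bi-allelic clones. The weights ran from 0.238 for T+ replicate 5 to 2.34 for clone 17 replicate 7. With only the arrays compared they were 25 higher in T+, 352 and 429 in clone 16, 20 and 0 in clone 17, 912 in any clone and 17 lower in all 3. The spread is then estimated from fewer arrays. With the slide as a block they were 21 higher in T+, 6 higher in clone 16, 3 higher in clone 17, 234 in any clone and 5 different between the bi-allelic clones and T+. Wild type replicate 7, whose slide is not given, is left out of that model. Apart from the number of probes tested and of arrays in the model, the cause was not tested.

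Of the alternatives chosen after seeing the data, the ANOVA and Dunnett's test without adjustment gave 432 and 431 in T+, 489 and 386 in clone 16, 249 and 191 in clone 17, 1493 in any clone and 155 lower in all 3. The ANOVA without adjustment and with adjusted Dunnett's tests gave 89 higher in T+, 220 and 70 in clone 16 and 10 higher in clone 17. The slide as a block with wild type replicate 7 placed on the second slide gave 86 and 14 in clone 16. The cause was not tested.

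The replicate numbers 3, 5, 7 and 9 occur in each clone. Deviations from the clone means had a mean correlation of 0.167 over the 24 pairs of arrays with the same number, from −0.346 to 0.795, with 14 pairs over 0.1, and of −0.0412 over 72 pairs with different numbers. The numbers were not used to pair the arrays, and a factor shared by arrays of one number is not excluded. With the replicate number as a block, 329 probes were lower and 240 higher in clone 16, 42 and 3 in clone 17, and 716 were called in any clone. Probes higher in any clone went from 76 to 288, lower in any clone from 279 to 428, called in clone 16 alone from 72 to 443, lower in T+ and clone 16 only from 43 to 81 and in T+ and clone 17 only from 16 to 4. The cause was not tested.

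With 1 array left out in turn, lower probes in T+ numbered 131 (without T+ replicate 7) to 315 (without T+ replicate 5) and higher ones 14 to 474 (without the same arrays). In clone 16 lower probes numbered 35 (without clone 16 replicate 3) to 376 (without T+ replicate 5) and higher ones 1 to 323 (without the same arrays). In clone 17 lower probes numbered 34 (without clone 17 replicate 9) to 121 (without clone 17 replicate 5) and higher ones 0 to 26 (without the same arrays). The number called in any clone was 194 (without T+ replicate 7) to 1368 (without T+ replicate 5), and that lower in all 3 clones 23 (without wild type replicate 9) to 67 (without clone 16 replicate 7). The number different between the bi-allelic clones and T+ was 3 to 406. The number also changed in both bi-allelic clones stayed at 0.

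The correlation within minus between clones stayed above 0, with an exact one-sided permutation p below 0.05, under all 21 alternatives. It was 0.234 with Spearman correlation and 0.727 on the called probes, which were chosen for differing, and 0.302 to 0.569 with 1 array left out. The correlations of fold changes and the medians over the GO lists together moved by less than the spread between replicates under each alternative tried. Over the 87 results for named probes, 2416 of 2772 values kept their side of the threshold, 288 lost a call, 68 gained one, and no called value changed sign. For 5 results that were not called, 6 of these values had the other sign, namely TDO2 in T+ and in clone 17 without replicate 5 of the clone, CUST_48867_PI429715507 in T+ under normexp and in clone 17 without clone 17 replicate 5, and the cuticle protein CUST_105652_PI429715507 in clone 17 with array weights and without clone 17 replicate 5. The block on the scan was not run apart from the slide, since each slide was scanned once. The ANOVA settings give no value for the bi-allelic clones against T+.

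Signal over background limits the dim probes. TDO2, for which the wild type gives only a bound, was called in clone 16 under 4 alternatives and not under the other 29.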

Differences from the paper's values

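The paper reports 20 probes higher in the mutants and 76 were found here. Of the alternatives set before the data were examined, the slide as a block gave 26, and leaving out T+ replicate 7 gave 29, both within 1.5 times the paper's value, and the others did not come within it.

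The paper reports 201 probes lower in all 3 mutant clones and 48 were found here. No alternative set before the data were examined came within 1.5 times. The ANOVA and Dunnett's test without adjustment gave 155, and was chosen after seeing the values.

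The paper reports 35, 29 and 17 probes specific to T+, TA− and TB−, and 165, 72 and 4 were called here in T+, clone 16 and clone 17 alone. For T+ and clone 17 no alternative came within 1.5 times. For clone 16 the slide as a block gave 36, and leaving out any of wild type replicates 3 and 5, T+ replicates 3, 7 and 9 and clone 17 replicates 7 and 9 gave 34 to 41. The slide as a block with wild type replicate 7 on the second slide, chosen after seeing the values, gave 34.

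In Fig. 1B, read by eye, the paper shows about 7 probes lower in T+ and TA− only, about 36 in T+ and TB− only and about 8 in TA− and TB− only, where 43, 16 and 1 were found here. For the first pair, leaving out clone 16 replicates 3, 5 or 9 gave 9, 8 and 9, and other alternatives did not come within 1.5 times. For the second, leaving out T+ replicate 5 gave 25, clone 16 replicates 3, 5 and 9 gave 29, 50 and 27, and clone 17 replicate 5 gave 52. For the third, array weights gave 8, and the ANOVA and Dunnett's test without adjustment, chosen after seeing the values, gave 6.

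Among the probes of the term structural constituent of cuticle, the paper counts 10 reduced in TB− and 3 were called lower here in clone 17. Array weights gave 7, and the ANOVA and Dunnett's test without adjustment, chosen after seeing the values, gave 7. The other alternatives did not come within 1.5 times.

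Among the probes of lipid biosynthesis, the paper counts 9 reduced in TA− and 9 in TB−, and 5 and 2 were called lower here. For clone 16, models with only the arrays compared gave 6, array weights 7 and the replicate block 7, and leaving out T+ replicate 5, clone 16 replicate 7 or clone 17 replicates 3 or 5 gave 7, 6, 7 and 7. The ANOVA and Dunnett's test without adjustment gave 9, and the ANOVA without adjustment and with adjusted Dunnett's tests gave 7, both chosen after seeing the values. For clone 17, array weights gave 6, and the ANOVA and Dunnett's test without adjustment, chosen after seeing the values, gave 9.

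In its Supplementary File S1 the paper lists 236 probes lower in TA− and 262 in TB−, and 145 and 67 were called lower here. For clone 16, models with only the arrays compared gave 352, the replicate block gave 329, and leaving out clone 16 replicate 7 or clone 17 replicate 5 gave 184 and 275. The ANOVA without adjustment and with adjusted Dunnett's tests, chosen after seeing the values, gave 220. For clone 17, array weights gave 327, and the ANOVA and Dunnett's test without adjustment, chosen after seeing the values, gave 249.

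The paper lists 16 probes higher in T+ and 9 in TA−, and 55 and 22 were found here. For T+, the slide as a block gave 21, and leaving out wild type replicate 7 or T+ replicates 3, 7 or 9 gave 24, 19, 14 and 23. For clone 16, no background filter gave 8 and the slide as a block 6, and leaving out wild type replicates 7 or 9 gave 8 and 8, and leaving out T+ replicates 3, 7 or 9 or clone 17 replicate 9 gave 12 each.

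The paper states that the probes with reduced fluorescence were mostly shared by the 3 mutants. Here 48 of the 279 probes lower in any mutant clone were called in all 3 by limma. By the ANOVA and Dunnett's test, with only the ANOVA adjusted over probes, 59 of 67 were. Without adjustment 155 of 698 were, and with only the Dunnett's tests adjusted 59 of 374, both chosen after seeing the values. The share in all 3 depends on the test and on its adjustment. The paper states that increased probes occurred in T+ and TA− only, and 6 probes were called higher here in clone 17. The paper describes the TB− animals as a cluster of their own with part of TA−. In the tree of the 334 probes of File S1, 3 animals of clone 17 were in a cluster with 3 of T+, and replicate 5 was with clone 16. The paper describes an increase of the genes of kynurenine synthesis in both bi-allelic clones by real-time PCR, which was not analysed here. For the arrays, its Supplementary File S1 lists the TDO2 probe as increased in TA−. Here the difference of TDO2 was not called in clone 16 (adjusted p = 0.146, limma), except with only the arrays compared, with array weights, with the replicate block and without T+ replicate 5.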

Other observations

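For 14 of the 334 probes of Supplementary File S1, at least 1 of the 16 values differs from the deposited one by more than 0.001 on the log2 scale. TDO2 differs on 6 arrays and Kyn on 3. From the values of File S1, the log2 fold change of TDO2 is 1.34 in T+, 2.50 in clone 16 and 0.88 in clone 17, and from the signals it is 0.76, 2.45 and 0.70. For Kyn the values of File S1 give 0.87, 1.50 and 0.18, and the signals 0.81, 1.11 and 0.12.

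The arrays on which TDO2 was well above background were T+ replicate 5 with 6.93, clone 16 replicates 3, 5 and 9 with 6.72, 7.09 and 6.15, and clone 17 replicate 5 with 6.67. Their scores on the first principal component of all tested probes were 89.75, 106.9, 90.49, 103.3 and 95.03. Clone 16 replicate 7, with 5.18 for TDO2 and not well above background, had a score of 78.95. Wild type replicates 5 and 7 had scores of 31.96 and 53.79 and TDO2 values of 3.80 and 3.94, not well above background.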
